A study of Homo sapiens with 15 samples.

How the data were processed

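Poly(A) RNA was sequenced from 15 libraries of the human colorectal cancer cell lines HCT116 and HT29, in 5 groups of 3 biological replicates. Per the labels, the groups were untreated wild-type HCT116, wild-type HCT116 treated with 0.5 µM K02288 for 3 hours, HCT116 with a homozygous CRISPR-Cas9 knockout of SMAD4, HT29 with a stably integrated empty vector, and HT29 with a stably integrated construct for FLAG-tagged SMAD4. K02288 is a selective inhibitor of the type 1 receptors for bone morphogenetic proteins (BMP) and is called BMPRi here. The labels do not say whether the untreated libraries received the solvent of the inhibitor, or whether the knockout and the stable lines are single-cell clones or pools.

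The authors deposited 1 table of raw read counts per gene for each library, without normalization. Per the labels' protocols, RNA was isolated with TRIzol and libraries followed standard Illumina protocols. The aligner, the counting tool, the use of strand, the genome build and the annotation release are stated neither in the labels nor in the files. The counts of genes that overlap another gene, and of genes with a near-identical copy, are therefore uncertain. Each table lists 61541 Ensembl gene identifiers, and 0 entries of it name no gene. Symbols were taken from a table of gene names that held 61369 of the identifiers. Coordinates, gene types, GC content and exonic length came from GENCODE release 29 on GRCh38, which holds 58366 of the identifiers and may not be the annotation the authors used. Of the genes listed, 21225 had 0 counts in all 15 libraries.

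The total count per library ranged from 18279338 to 34155222. The shallowest libraries were replicate 2 of the HCT116 knockout (18279338 counts) and replicate 2 of HT29 with SMAD4 (19179997 counts). The common biological coefficient of variation was 0.0913 over the 9 HCT116 libraries, 0.081 over the 6 HT29 libraries and 0.0911 over the 12 libraries used to compare the lines. Replicates of a group correlated at 0.991 to 0.995 on log2 CPM (counts scaled to the library total), and every pair differed by more than counting noise, with a chi-square per degree of freedom from 3.96 to 26.7, so that no library was counted as a repeat of another.

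Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled with TMM factors, and groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. The 9 HCT116 libraries were fitted together (16923 genes tested), the 6 HT29 libraries apart (16137 genes), and the difference in the effect of SMAD4 between the lines was tested as an interaction over 12 libraries without BMPRi (18434 genes), as the change with SMAD4 present over SMAD4 absent in HT29 minus that in HCT116. CPM values were computed from the raw totals. The log2 fold changes are those fitted by edgeR with its prior count of 0.125. The TMM factors shift them against the ratio of CPM values by -0.21 for the knockout against wild type, by -0.02 for BMPRi against untreated and by 0.08 for HT29 SMAD4 against vector, so a gene with like CPM in the knockout and in wild type has a log2 fold change slightly below 0.

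A gene with 0 counts in a group was given a floor of 3 counts, and its change is written as a lower bound. For a gene with 1 to 3 counts in a group, the ratio is given with an exact (Clopper-Pearson) 95% interval on the counts of both groups. These intervals and floors cover counting error only.

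The groups, tests, alternatives, gene lists and the rule for the genes named were fixed before the data were examined. The rule names SMAD4; for the knockout, BMPRi and HT29 comparisons the 3 genes with the largest increase and the 3 with the largest decrease among called genes with a mean CPM of at least 5 in a group and no overlap of the replicates; the genes of the BMP target list that pass the filter; up to 2 genes with the smallest adjusted p from each other list in the knockout and HT29 comparisons; up to 5 called genes that follow SMAD4 activity in all 3 comparisons; and the 3 interaction genes with the smallest adjusted p among those called in opposite directions in the lines. For the interaction genes, opposite directions means opposite effects of SMAD4, and so the same direction in the knockout and on re-expression. Any other gene named was chosen after its values were seen.

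The 14 gene lists covered BMP, TGF-beta, WNT and p53 target genes, interferon response, DNA replication, mitosis and spindle, DNA damage checkpoint, homologous recombination, end joining, the Fanconi anemia pathway, and mismatch, base excision and nucleotide excision repair. They were written from general knowledge. Each was tested in 3 comparisons with limma 3.58.1 (cameraPR on the signed root of the F statistic, preset correlation of 0.01), and p-values were adjusted over the 42 tests. The fry rotation test and camera with the correlation estimated from the data were run beside it.

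Replicates share numbers across groups in the labels. Deviations from the group means correlated between same-numbered wild-type and BMPRi libraries at 0.451, 0.385 and 0.190 over the tested genes, against a mean of -0.170 for differently numbered ones, so these libraries were treated as paired by number in an alternative fit with the replicate as a block. For HT29 the same correlations were 0.095, 0.130 and 0.146 (0.253, 0.246 and 0.297 at a mean CPM of at least 5), and its pairing stays unsettled. For wild type and BMPRi, the correlations at a mean CPM of at least 5 were 0.782, 0.761 and 0.367, against a mean of -0.310 for differently numbered libraries. The pairing is read from the values, since the labels give no shared day or batch.

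Comparisons against the same wild-type libraries share their chance values, so 50 data sets were simulated in which unchanged groups were set against those libraries. The tests were also tested on simulated data before use, with 200 genes changed by a log2 fold change of 1 up or down. All 200 had a mean count of at least 50 in the data. Of these, 96.5% were recovered in the simulated knockout comparison (16553 genes), 97.0% for BMPRi (16535 genes), 98.0% for the knockout against BMPRi (16534 genes), 99.5% for HT29 (15850 genes) and 90.0% for the interaction (17520 genes), and unchanged genes made up 7.66%, 7.62%, 5.77%, 5.24% and 7.22% of the calls. A list shifted by design was found in 43 of 50 simulated sets, with 5 unshifted lists found over all sets. The statistics of these sets were drawn independently for each gene, so they do not measure errors that come from correlated genes. Recovery of smaller changes, or of genes with fewer counts, was not tested.

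The alternatives were the median-of-ratios size factors of DESeq2, upper-quartile scaling, no filter on low counts, a mean count of at least 50, the Wald test of DESeq2 1.42.0, limma voom, the replicate block, a fit without the 20 genes with the most counts, other choices of libraries in the fit, other thresholds, other coefficients and gene filters for correlations, other list tests, and leaving out each library in turn. Positions along the chromosomes were examined in full windows of 25 neighbouring tested genes with a mean CPM of at least 5 (423 windows in HCT116 and 414 in HT29), and GC content and length with smooth trends of 4 degrees of freedom.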

Results

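Gene expression was measured by poly(A) RNA sequencing in HCT116, a colorectal cancer line that expresses SMAD4, and in HT29, a colorectal cancer line without functional SMAD4. SMAD4 is the shared partner of the receptor-activated SMAD transcription factors and carries TGF-beta and BMP signals to the genome. The 15 libraries fall into 5 groups of 3 replicates: wild-type HCT116, wild-type HCT116 treated with the BMP type 1 receptor inhibitor K02288 (BMPRi, 0.5 µM for 3 hours), HCT116 with SMAD4 knocked out, HT29 with an empty vector and HT29 with re-expressed SMAD4. The series asks what SMAD4 does to the transcriptome, which genes are targets of BMP signalling through SMAD4, and, from its title, how SMAD4 relates to genome stability. Library totals ran from 18279338 to 34155222 counts. The first principal component of log2 CPM held 79.8% of the variance among the HCT116 libraries and 82.6% among the HT29 libraries.

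SMAD4 itself (ENSG00000141646, chromosome 18, 51028394 to 51085045, forward strand, GRCh38, protein coding) was measured first in every library. The wild-type HCT116 libraries held 57.0, 55.7 and 47.9 CPM, the BMPRi libraries 51.8, 51.8 and 47.8, and the knockout libraries 17, 13.8 and 14.6. The HT29 vector libraries held 17.6, 19.2 and 19 CPM and the HT29 SMAD4 libraries 71.0, 58.6 and 64.4. The knockout was lower than wild type by a log2 fold change of -2.03 (SE 0.10, n = 3 per group, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 1.22e-09), and re-expression was higher than vector by 1.88 (SE 0.09, same test, adjusted p 1.27e-10). SMAD4 did not differ with BMPRi (-0.10, SE 0.09, adjusted p 1 in the same edgeR test with Benjamini-Hochberg adjustment). The transcript counts of SMAD4 therefore ran in the direction of the labels in all 15 libraries, with reads left in the knockout and in the HT29 vector group. On the side of SMAD4 toward the end of chromosome 18, 43 of the 47 tested genes with a mean CPM of at least 5 were also lower in the knockout, with a median log2 fold change of -0.85.

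**Figure D1:**
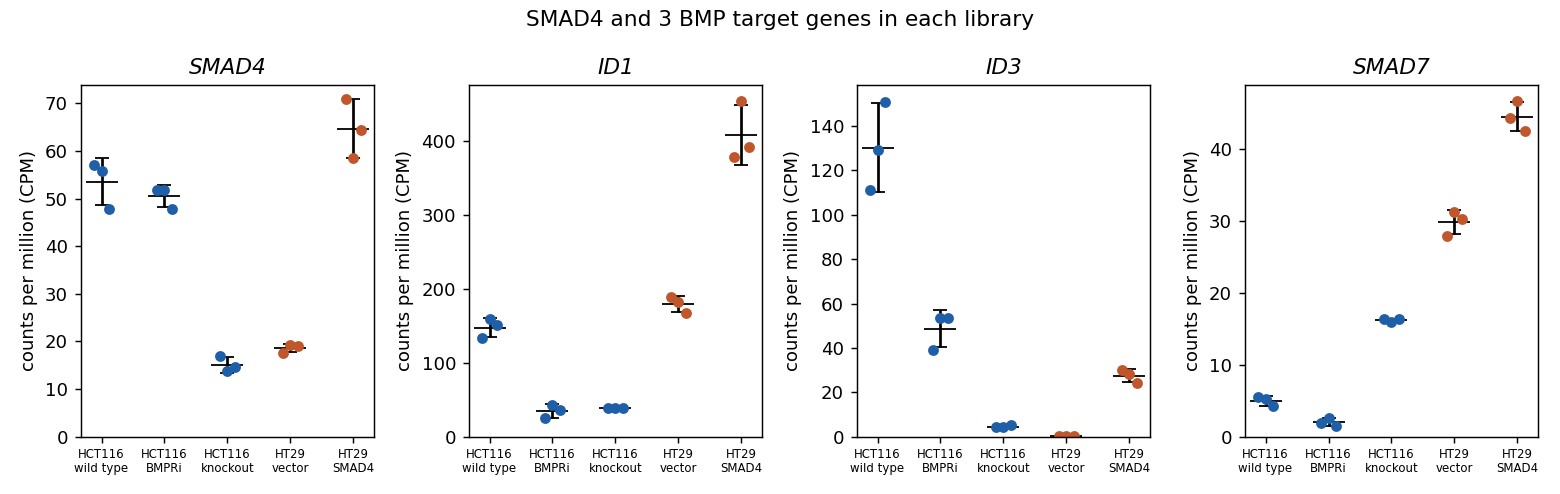
CPM (linear axes) of SMAD4, ID1, ID3 and SMAD7 in each of the 15 libraries, 1 point per library, with the group mean (horizontal line) and SD (bar) over 3 replicates. ID1 fell from a mean of 148 CPM in wild-type HCT116 to 34.7 with BMPRi and 38.8 in the knockout, and SMAD7 fell with BMPRi from 4.96 to 1.99 but stood at 16.2 in the knockout.

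Loss of SMAD4 in HCT116 was read from the knockout against wild type. Of 16923 genes tested, 9963 (58.9%) were called, 4994 higher and 4969 lower. The median absolute log2 fold change was 0.43 over the tested genes and 0.71 over the called genes. The alternative that moved the count most added a minimum absolute log2 fold change of 1 and left 3390 genes, 1540 higher and 1850 lower. The fits that each left out 1 library called from 8878 to 10434 genes.

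Among called genes with a mean CPM of at least 5 in a group and no overlap of the replicates, the largest increases were in SV2C (ENSG00000122012, chromosome 5, 76083172 to 76353939), from 0.0609 ± 0.042 to 92.5 ± 4.03 CPM (SD, n = 3), and in MAGEA9 and ENSG00000248837, which had 0 counts in wild type. SV2C rose by a log2 fold change of 10.26 (SE 0.18, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 1.38e-13). Its wild-type value rests on 5 counts. The change was 9.97 without wild-type replicate 1 and 10.94 without wild-type replicate 3. MAGEA9 (ENSG00000123584, chromosome X, 149781930 to 149787737) reached 7.25 ± 0.808 CPM, at least 197-fold higher. It has a near-identical copy on the same chromosome, so the gene of origin of its reads is uncertain. ENSG00000248837 (chromosome 4, 22997551 to 23056862) reached 7.27 ± 1.16 CPM. The largest decreases by the same rule were in ZNF649, ZNF577 and HTR1B. ZNF649 (ENSG00000198093, chromosome 19, 51889224 to 51905040) fell from 11.9 ± 0.26 CPM to 0 counts, at least 289-fold lower, and ZNF577 (ENSG00000161551, chromosome 19, 51804816 to 51890950) from 6.64 ± 0.297 CPM to 0 counts, at least 161-fold lower. The annotated spans of ZNF577 and ZNF649 overlap at their ends, so reads there cannot be assigned with certainty, and both lie in a run of 9 neighbouring tested genes on chromosome 19, from FPR1 to ZNF432, that were all called lower. HTR1B (ENSG00000135312, chromosome 6, 77461753 to 77463773) fell from 568 counts to 1 count over the 3 libraries, a ratio of 379 with a counting interval of 90.2 to 19974.

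BMP target genes are the readout of the pathway that the inhibitor blocks. In the knockout, 9 of the 14 tested genes of this list were called (11 with p-values adjusted over the list alone), 4 higher and 5 lower. ID2 (chromosome 2, 8678845 to 8684453) fell from 152 ± 20.7 to 2.33 ± 0.313 CPM (log2 fold change -6.25, SE 0.15), ID3 (chromosome 1, 23557918 to 23559794) from 130 ± 19.9 to 4.55 ± 0.421 (-5.04, SE 0.16) and ID1 (chromosome 20, 31605283 to 31606515) from 148 ± 13.2 to 38.8 ± 0.183 (-2.14, SE 0.14). Their adjusted p-values in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were 1.51e-12, 3.38e-11 and 3.7e-08. SMAD6 fell (-1.18, SE 0.14), and ID4 went from 0.403 ± 0.0496 CPM to 0 counts, at least 9.78-fold lower. SP5 (3.12, SE 0.20), SMAD7 (1.49, SE 0.14), MSX2 (1.42, SE 0.11) and GATA3 (2.51, SE 0.72) were higher. The size of the GATA3 change rested on knockout replicate 2, which held 19.6 CPM against 2.2 and 2.64 in the other knockout libraries. Without that library the log2 fold change of GATA3 was 0.84. It was still called there, at an adjusted p of 0.0371 in the edgeR test with Benjamini-Hochberg adjustment. With limma voom GATA3 was not called. BAMBI, MSX1, GATA2, SMAD9 and HEY1 were not called.

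Inhibition of BMP receptors for 3 hours was read from the BMPRi libraries against untreated wild type. Of the 16923 genes tested, 19 were called, 12 higher and 7 lower, and 681 had an unadjusted p under 0.05. The alternative that moved the count most, no filter on low counts, gave 63 calls, and the fit with only the 6 libraries of these groups gave 10. Leaving out 1 library gave from 10 calls (without BMPRi replicate 3) to 24 (without wild-type replicate 1). All 19 genes were also called in the fit with the replicate as a block.

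Among called genes with a mean CPM of at least 5 in a group, the 3 largest decreases were in ID1, ID3 and ID2 of the BMP target list. ID1 fell from 148 ± 13.2 to 34.7 ± 9.15 CPM (log2 fold change -2.11, SE 0.14), ID3 from 130 ± 19.9 to 48.6 ± 8.32 (-1.44, SE 0.13) and ID2 from 152 ± 20.7 to 79.1 ± 9.32 (-0.96, SE 0.11), with adjusted p-values of 1.05e-05, 0.000191 and 0.00142 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. SMAD7 (chromosome 18, 48919853 to 48952052) fell from 4.96 ± 0.692 to 1.99 ± 0.537 CPM (-1.35, SE 0.17, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 0.0037). It lost its call with only the 6 libraries of these groups, at an adjusted p of 0.116 in the same edgeR test with Benjamini-Hochberg adjustment. DLX2 (chromosome 2, 172099439 to 172102900) fell from 4.04 ± 0.253 to 0.985 ± 0.122 CPM (-2.06, SE 0.17). All 14 tested genes of the BMP list had lower fitted values with BMPRi (MSX1, HEY1 and GATA3 were higher without wild-type replicate 2, by 0.08, 0.13 and 0.21), of which 4 were called and 6 passed with p-values adjusted over the list alone. GATA2 (-0.65, SE 0.11) just missed the threshold at an adjusted p of 0.0527 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

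By the same rule, the largest increases with BMPRi were in NR4A3, EGR3 and FOSB. NR4A3 (ENSG00000119508, chromosome 9, 99821855 to 99866891) rose from 4.22 ± 0.253 to 15.4 ± 0.968 CPM (log2 fold change 1.85, SE 0.12), EGR3 (ENSG00000179388, chromosome 8, 22687659 to 22693302) from 8.61 ± 1.71 CPM by a log2 fold change of 1.20 (SE 0.13), and FOSB (ENSG00000125740, chromosome 19, 45467995 to 45475179) from 5.75 ± 1.41 to 10.9 ± 0.916 (0.90, SE 0.15). Their adjusted p-values in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were 1.03e-05, 0.00142 and 0.0292. FOSB was not called in the fits without BMPRi replicate 1, 2 or 3 or without wild-type replicate 3, where its largest adjusted p in the same edgeR test with Benjamini-Hochberg adjustment was 0.147.

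The knockout was also set directly against BMPRi-treated wild type, which uses none of the untreated wild-type libraries for the change. This comparison called 10180 of 16923 genes, 5159 higher and 5021 lower. The fits that each left out 1 library called from 8944 to 9768.

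Genes that move both on loss of SMAD4 and on inhibition of BMP receptors were counted as the overlap of these comparisons. Of the 19 genes called with BMPRi, 18 were called in the knockout, against 11.2 expected from the shares of called genes (Fisher's exact test, p 0.000752, across genes, which are not independent replicates). Of the 18, 10 changed in the same direction, against 5.6 expected from the numbers called in each direction, and 8 in opposite directions (exact binomial test, two-sided, p 0.815). Since both comparisons use the same wild-type libraries, unchanged groups were simulated against them. With the knockout at its fitted level and no effect of BMPRi, BMPRi had a mean of 0.34 called genes over 50 data sets, and a mean of 0.18 genes (at most 2) were called in both in the same direction. With so few calls this gives the size of the overlap that shared controls alone leave, and it does not test agreement in direction. The count in the same direction was 6 without BMPRi replicate 2 or 3 and 13 without wild-type replicate 1.

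Across all tested genes, the knockout and BMPRi log2 fold changes correlated at a Pearson coefficient of 0.0537 (Spearman 0.0148). Shared controls alone gave a mean of 0.497 (0.469 to 0.52) in data sets with neither group changed, and of 0.0939 (0.058 to 0.131) with the knockout at its fitted level and BMPRi unchanged. The observed share of genes with the same sign was 49.0%, against 66.7% and 53.7% in these simulations. The simulated mean of 0.497 is near what unpaired groups would give, but same-numbered wild-type and BMPRi libraries deviated together (0.451, 0.385 and 0.190). Pairing would lower the values that shared controls bring, so the observed values are not read as lying below them. Without wild-type replicate 1 the coefficient was 0.213, and with disjoint wild-type libraries for the 2 changes it had a mean of -0.0409 over 6 splits, which ran from -0.21 to 0.0841. Genes within a sample are not independent replicates, so no p-value was attached.

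Re-expression of SMAD4 was read from HT29 SMAD4 against HT29 vector. Of 16137 genes tested, 9805 (60.8%) were called, 4881 higher and 4924 lower, and 3102 of them changed by an absolute log2 fold change of at least 1. The median absolute log2 fold change was 0.41 over the tested genes. The fits that each left out 1 library called from 8926 to 10137 genes.

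Among called genes with a mean CPM of at least 5 in a group and no overlap of the replicates, the largest increases in HT29 were in TRPM6, IL7R and SH3GL2, each with 1 or 2 counts in the vector libraries together. TRPM6 (ENSG00000119121, chromosome 9, 74722495 to 74888094) rose to 10.4 ± 3.19 CPM, a ratio of 884 with a counting interval of 161 to 35573. IL7R (ENSG00000168685, chromosome 5, 35852695 to 35879603) rose to 6.91 ± 1.36 CPM, a ratio of 544 (103 to 22792), and SH3GL2 (ENSG00000107295, chromosome 9, 17579082 to 17797129) to 7.17 ± 0.774 CPM, a ratio of 314 (82.8 to 2490). The largest decreases by this rule were in CXCR4, MEP1A and LINC00261. CXCR4 (ENSG00000121966, chromosome 2, 136114349 to 136118165) fell from 36.5 ± 2.99 CPM to 1 count, a ratio of 3192 (474 to 104412), and LINC00261 (ENSG00000259974, chromosome 20, 22547671 to 22578642) from 29.1 ± 4.77 CPM to 1 count, a ratio of 2544 (376 to 82772). MEP1A (ENSG00000112818, chromosome 6, 46793390 to 46839782) fell from 7.9 ± 1.81 CPM to 0 counts, at least 189-fold lower. The rank of MEP1A also rests on the prior count, since its change is known only as a lower bound.

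Of the 11 BMP target genes tested in HT29, 8 were called over all genes and 8 with p-values adjusted over the list alone, 6 higher and 2 lower. ID3 rose from 0.35 ± 0.105 to 27.5 ± 3.03 CPM (log2 fold change 6.34, SE 0.18) and ID1 from 180 ± 10.5 to 409 ± 40.6 (1.27, SE 0.09), with adjusted p-values of 4.86e-13 and 8.2e-09 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. GATA2 (1.17, SE 0.08), MSX2 (0.75, SE 0.12), SMAD7 (0.66, SE 0.08) and SMAD6 (0.55, SE 0.08) were higher as well. SP5 (-4.81, SE 0.24) and BAMBI (-1.64, SE 0.21) were lower. ID2, at 85.0 ± 16.2 CPM with vector and 90.5 ± 13.4 with SMAD4, was not called (0.17, SE 0.12), nor were GATA3 and ATOH8.

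Genes that follow SMAD4 in both lines were counted as those called in opposite directions in the knockout and on re-expression. Of 14457 genes tested in both, 5415 were called in both, against 5171 expected (odds ratio 1.34). Of these, 2705 changed in opposite directions (2586 expected from the numbers called in each direction) and 2710 in the same direction (exact binomial test, two-sided, p 0.957). These comparisons share no library. Their log2 fold changes correlated at a Pearson coefficient of -0.0213 across genes (Spearman -0.00162), and the coefficient was 0.0317 over genes with a mean CPM of at least 10. Between wild-type replicate 1 left out and wild-type replicate 2 left out, the coefficient ran from -0.00639 to -0.0302.

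Only 4 genes were called in all 3 comparisons in the directions of SMAD4 activity. ID1, ID3 and DLX2 were lower in the knockout and with BMPRi and higher on re-expression, and LPIN1 (chromosome 2, 11677595 to 11827409) was higher in the knockout (log2 fold change 0.58, SE 0.08) and with BMPRi (0.63, SE 0.08) and lower on re-expression (-1.94, SE 0.12). DLX2 changed by -0.75 (SE 0.15) in the knockout and by 2.63 (SE 0.24) on re-expression.

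Whether the effect of SMAD4 differed between the lines was tested as an interaction. Of 18434 genes tested, 9586 (52.0%) were called, 4737 with a higher effect in HT29 and 4849 with a lower one. The minimum absolute log2 fold change of 1 left 4960 of them. Genes called in the same direction in the knockout and on re-expression had opposite effects of SMAD4 in the lines. Among them, ENC1 (chromosome 5, 74627406 to 74641424) had the smallest adjusted p. It fell in the knockout from 107 ± 4.14 to 7.29 ± 0.334 CPM and on re-expression in HT29 from 948 ± 13.4 to 272 ± 10.2 CPM, an interaction of -5.84 (SE 0.12). PLXND1 (chromosome 3, 129555175 to 129606818) had an interaction of -6.30 (SE 0.14) and GDA (chromosome 9, 72114595 to 72257193) of -5.27 (SE 0.12). The adjusted p-values of ENC1, PLXND1 and GDA in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were 2.44e-17, 1.44e-16 and 1.47e-16. Of the 14 gene lists, 9 differed between the lines in cameraPR with an adjusted p under 0.05. Camera with the correlation estimated kept p53 targets alone, at an adjusted p of 0.00072 with Benjamini-Hochberg adjustment.

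The 14 gene lists were tested to see whether pathways of genome stability and of SMAD4 signalling moved as sets. Of 42 list tests with cameraPR, 19 had a Benjamini-Hochberg adjusted p under 0.05, 2 in the knockout, 8 with BMPRi and 9 in HT29. The fry rotation test kept 2, 2 and 9 of these, and camera with the correlation estimated from the data kept 1 in each comparison, namely p53 targets in the knockout, BMP targets with BMPRi and homologous recombination in HT29. Fry also passed 5 lists that cameraPR did not, namely WNT targets (adjusted p 0.00172) and nucleotide excision repair (0.0109) in the knockout and base excision repair (0.00295), end joining (0.000997) and p53 targets (0.00172) in HT29, all with Benjamini-Hochberg adjustment. The count over all fits that left out 1 library ran from 14 to 22.

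In the knockout, the p53 target list was higher, with a median log2 fold change of 1.18 over 23 genes (cameraPR with Benjamini-Hochberg adjustment, adjusted p 4.68e-20). Of these genes, 21 were called over all genes and 21 with p-values adjusted over the list alone, 20 of them higher. The BMP target list was lower, with a median of -0.28 over 14 genes (cameraPR with Benjamini-Hochberg adjustment, adjusted p 0.0326). It was not past the threshold when any knockout replicate was left out, with adjusted p-values from 0.0517 to 0.0864 in the same cameraPR test with Benjamini-Hochberg adjustment. The WNT target list had the same median of -0.28 and did not pass, at an adjusted p of 0.126 in cameraPR with Benjamini-Hochberg adjustment, but it passed with no filter on low counts (0.01) and without wild-type replicate 1 (0.0285). The lists of DNA replication and repair did not pass in the knockout in cameraPR, except DNA replication with no filter on low counts (adjusted p 0.037 with Benjamini-Hochberg adjustment). Mitosis and spindle passed without wild-type replicate 1 alone (adjusted p 0.0305, same test and Benjamini-Hochberg adjustment). Their medians ran from -0.18 for mismatch repair to 0.20 for end joining. Within these lists, genes went both ways, with 19 of 33 replication genes called over all genes and 19 adjusted over the list alone, 4 higher and 15 lower.

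With BMPRi, the BMP target list was lower, with a median of -0.37 (cameraPR with Benjamini-Hochberg adjustment, adjusted p 8.32e-46). The p53 list was higher by a median of 0.08 (16 of 23 genes higher, adjusted p 0.0016 in cameraPR with Benjamini-Hochberg adjustment), with 0 genes called over all genes, 1 adjusted over the list alone and 5 at an unadjusted p under 0.05. Small negative medians passed for replication (-0.10), homologous recombination (-0.12), mismatch repair (-0.10), mitosis and spindle (-0.10), damage checkpoint (-0.08) and end joining (-0.07), with 0 genes called in each of these 6 lists. At an unadjusted p under 0.05, the replication, homologous recombination, checkpoint and end joining lists held 1 gene each, and mismatch repair and mitosis held 0. None of these 6 lists passed under fry or with the correlation estimated. Without wild-type replicate 1, the checkpoint, replication, homologous recombination, mismatch repair and mitosis lists changed direction, to medians of 0.02, 0.01, 0.00, 0.02 and 0.15, and end joining lost the threshold. Without BMPRi replicate 2, all 6 lists lost the threshold, with adjusted p-values from 0.568 to 0.997 in cameraPR with Benjamini-Hochberg adjustment. Without BMPRi replicate 3, checkpoint (0.0717) and mitosis (0.0936) lost it. These fits with a library left out did not use the pairing, so the same-numbered partner of that library stayed unmatched. In the fit with the replicate as a block for the paired libraries, end joining had an adjusted p of 0.0586 in cameraPR with Benjamini-Hochberg adjustment. It also lost the threshold with the DESeq2 size factors (0.0525), upper-quartile scaling (0.0599), a mean count of at least 50 (0.0944) and voom (0.0561). Damage checkpoint lost it with upper-quartile scaling (0.0556), a mean count of at least 50 (0.0835) and voom (0.0561).

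In HT29, 9 lists passed. SMAD4 re-expression came with higher medians for interferon response (1.45, 29 genes), mitosis and spindle (1.21, 29 genes), DNA replication (1.18, 33 genes), homologous recombination (0.95, 36 genes), mismatch repair (0.87, 20 genes), BMP targets (0.55, 11 genes), damage checkpoint (0.49, 21 genes) and Fanconi anemia (0.37, 21 genes), and with a lower median for WNT targets (-0.95, 17 genes). The smallest adjusted p was that of DNA replication, at 1.72e-19, and the largest that of BMP targets, at 0.0367, both from cameraPR with Benjamini-Hochberg adjustment. The BMP list was not past the threshold without vector replicate 1 or vector replicate 2, with adjusted p-values of 0.0736 and 0.0813 in the same cameraPR test with Benjamini-Hochberg adjustment. Of the 33 replication genes, 31 were called over all genes and 32 with p-values adjusted over the list alone, all of the 31 higher. Of 36 homologous recombination genes, 29 were called over all genes and 29 adjusted over the list alone, 27 of them higher. Base excision repair (0.25), end joining (0.22), TGF-beta targets (0.21), nucleotide excision repair (0.01) and p53 targets (0.01) did not pass in cameraPR. Base excision repair passed with no filter on low counts (0.0215) and without HT29 SMAD4 replicate 2 (0.045), and end joining with no filter (0.0255), as adjusted p in cameraPR with Benjamini-Hochberg adjustment. The direction of each list past the threshold was the same under all 3 scalings.

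**Figure D2:**
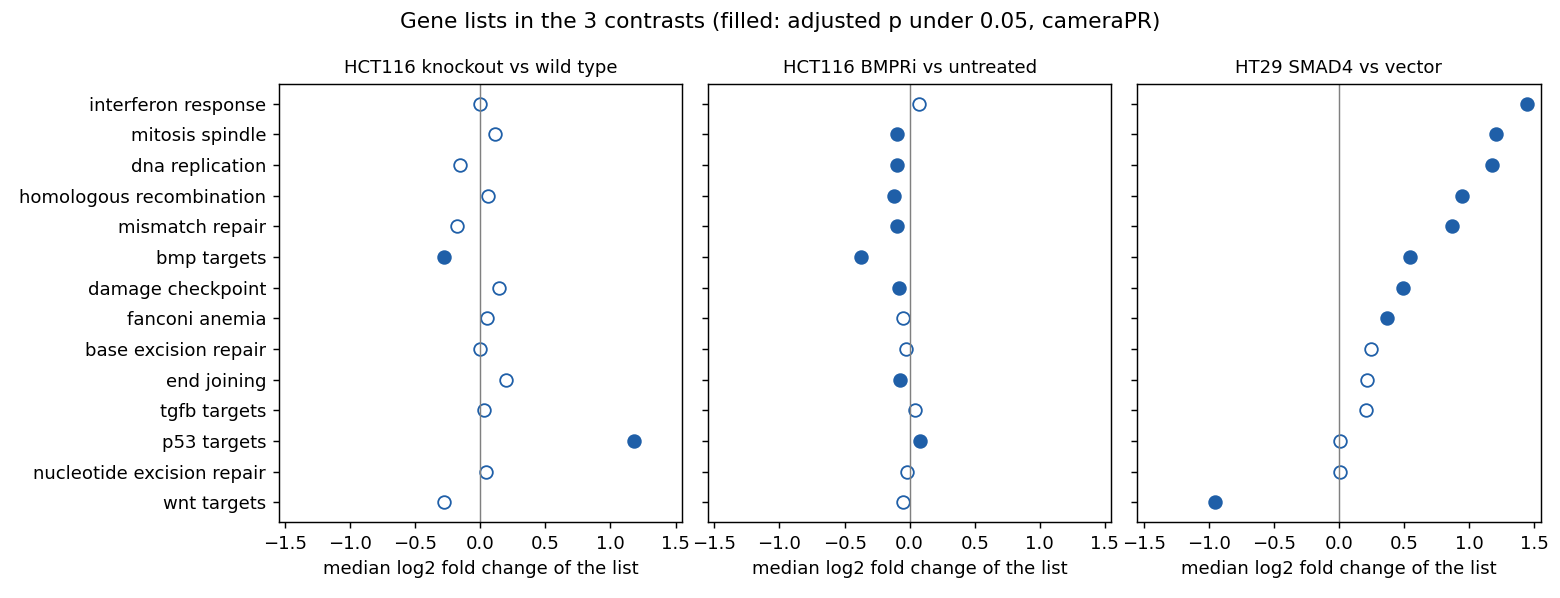
Median log2 fold change (x axis) of each of the 14 gene lists (y axis) in the knockout, BMPRi and HT29 comparisons. Filled points mark lists with an adjusted p under 0.05 in cameraPR. The p53 list stood apart in the knockout (1.18), and the interferon, mitosis and replication lists had the highest medians in HT29 (1.45, 1.21 and 1.18).

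Single repair and replication genes differed between the lines. BRCA2 (ENSG00000139618, chromosome 13, 32315474 to 32400266) rose in HT29 from 20.9 ± 1.04 to 188 ± 15.1 CPM (log2 fold change 3.25, SE 0.09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p 2.87e-13), in a stretch of chromosome 13 where all 20 neighbouring tested genes were also higher. In the knockout BRCA2 rose from 30.0 ± 4.26 to 58.8 ± 7.3 CPM (0.76, SE 0.12) and BRCA1 from 49.6 ± 8.82 to 101 ± 4.9 (0.81, SE 0.12). MCM4 fell in the knockout (-1.22, SE 0.14) and rose in HT29 (2.05, SE 0.08), where its neighbourhood on chromosome 8 was also higher, with a window median of 1.05. In the knockout, H2AX (-1.41, SE 0.09), FANCF (-2.49, SE 0.14) and GINS3 (-0.66, SE 0.10) were lower, CDC25A fell from 98.8 ± 7.02 to 57.3 ± 0.484 CPM, and XPC (1.26, SE 0.07), ERCC6 (1.19, SE 0.08), MLH3 (1.08, SE 0.09) and PMS2 (0.73, SE 0.08) were higher. PMS2 shares sequence with pseudogenes, so its value is uncertain. In HT29, RFC3 (2.11, SE 0.08, in the same stretch of chromosome 13 as BRCA2), EXO1 (1.91, SE 0.09), XRCC2 (1.91, SE 0.08), POLQ (1.87, SE 0.08), MCM10 (1.80, SE 0.08), MDC1 (1.57, SE 0.10), UBE2T (1.58, SE 0.08), FANCI (1.46, SE 0.07) and CHEK1 (1.40, SE 0.07) were higher. Each of these genes was called in the comparison named.

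Among the other lists, EDA2R of the p53 list rose in the knockout from 0.0482 ± 0.0189 to 41.8 ± 2.37 CPM (log2 fold change 9.41, SE 0.22) and BTG2 from 23.5 ± 1.47 to 88.5 ± 2.15 (1.70, SE 0.07). Of the TGF-beta targets, PMEPA1 (4.84, SE 0.27) and RUNX1 (1.82, SE 0.09) were higher in the knockout, and THBS1 was higher (1.22, SE 0.07) and BHLHE40 lower (-1.82, SE 0.14) in HT29 with SMAD4. Of the WNT targets, CD44 (-2.26, SE 0.11) and RNF43 (-1.99, SE 0.12) were lower in the knockout. In HT29, LGR5 rose from 0.0575 ± 0.0534 to 14.4 ± 1.63 CPM (7.89, SE 0.28) and ASCL2 fell from 9.73 ± 1.04 to 0.138 ± 0.06 (-6.01, SE 0.24). CXCL10 (2.78, SE 0.16) and OAS3 (1.75, SE 0.10) of the interferon list were higher in HT29 with SMAD4. Each of these genes was called in the comparison named.

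Changes were also laid out along the chromosomes, in windows of 25 neighbouring tested genes with a mean CPM of at least 5. In HT29, the highest window medians were 1.59 on chromosome 13 from 27066142 to 38363619, which holds BRCA2 and RFC3, 1.22 on chromosome 13 from 19633681 to 26405238 and 1.05 on chromosome 8 from 41490396 to 54022529, and the lowest was -0.60 on chromosome 20 from 34844720 to 36593950. In the knockout, the lowest window medians were -0.83 on chromosome 18 from 59327823 to 79529325 and -0.72 on chromosome 19 from 51889224 to 54131719, which starts with ZNF649, and the highest was 0.73 on chromosome 4 from 15604539 to 31146805. With BMPRi, the window medians ran from -0.13 to 0.08.

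**Figure D3:**
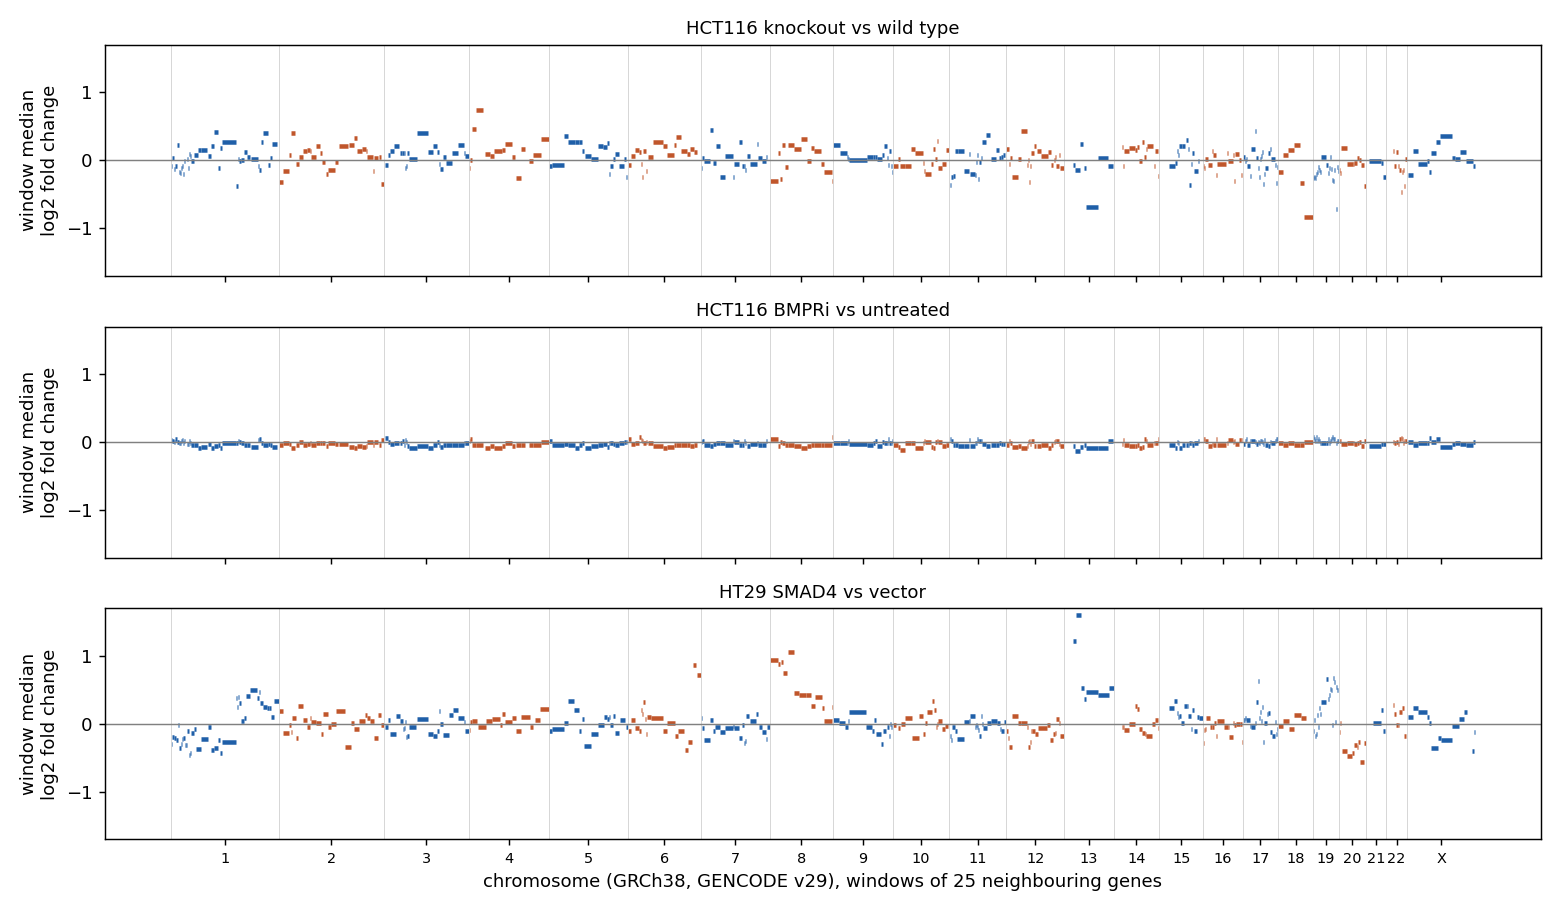
Median log2 fold change (y axis) of windows of 25 neighbouring tested genes (mean CPM of at least 5) along the chromosomes (x axis, GRCh38), 1 mark per window and 1 panel per comparison, with colours alternating between chromosomes. Marks on chromosomes 8 and 13 reach 1.05 and 1.59 in HT29, and the last mark of chromosome 18 lies at -0.83 in the knockout.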

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

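In this part, the tests of libraries from another cell line, of differences between cell clones, of loss of SMAD4 activity behind the p53 list and of a shift of genes used in S phase and mitosis were chosen only after the result was seen.

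The effect of SMAD4 differed between HCT116 and HT29 in a test of the difference itself for 9586 of 18434 genes. Of 100 drawn splits of the 12 libraries, the real one included, 1 gave as many. The real groups in the other orientation gave 9430, and the splits into other groups at most 3653. ENC1, with an interaction of -5.84, fell in the knockout by 4.09 and on re-expression by 1.72 on the log2 scale. PLXND1 had an interaction of -6.30 and GDA of -5.27. Under the 9 other scalings, filters, tests and choices of libraries, these 3 genes kept their sign and their call, with values from -5.86 to -5.81 for ENC1, from -6.33 to -6.28 for PLXND1 and from -5.29 to -5.24 for GDA. The 12 fits that each left out 1 library gave from -5.88 to -5.80, from -6.37 to -6.22 and from -5.34 to -5.22.

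The interaction rests on comparisons that each called over 58% of the genes tested, so what could inflate those was examined. A smooth trend on GC content held 0.381% of the variance of the log2 fold changes in the knockout and 0.274% in HT29, and one on exonic length 0.216% and 0.0577%, too little to account for the calls. Without the shallowest library, replicate 2 of the knockout and replicate 2 of HT29 SMAD4, 9609 and 10137 genes were called, so depth of that library is not the source. Libraries from another cell line would correlate poorly with their controls, but the knockout correlated with wild type at 0.953 and HT29 SMAD4 with vector at 0.961, against at most 0.804 for groups of different lines. After the median of each window of 25 neighbouring genes with a mean CPM of at least 5 was taken off, 41.8% of the 6697 called genes in these windows in the knockout still changed more than 1.5-fold (45.5% before), and 37.8% of 6889 in HT29 (44.4% before), which argues against copy number of chromosome segments as the source of most calls. In each of the knockout, HT29 and knockout-against-BMPRi comparisons, 1 of the 10 splits of the 6 libraries gave as many called genes, namely the real one, and every other split gave 0. With 10 splits the share cannot go under 0.1.

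Differences between cell clones that do not follow SMAD4 remain a candidate explanation. Of the 5415 genes called in both lines, 50% went in opposite directions, the share that changes unrelated to SMAD4 would give, while a common SMAD4 response would push it up. The same share could also come from responses to SMAD4 that differ between the lines, a biological difference that was not tested apart, since each line has 1 knockout or 1 re-expressing population and the labels do not say how many clones were used.

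For 9 of the 14 gene lists the change also differed between the lines in cameraPR (adjusted p from 1.31e-11 to 0.0238 with Benjamini-Hochberg adjustment), with interaction medians of 0.46 for damage checkpoint, 0.88 for DNA replication, 0.72 for Fanconi anemia, 0.93 for homologous recombination, 0.91 for mismatch repair, 1.10 for mitosis and spindle, 1.03 for interferon response, 1.32 for p53 targets and -1.65 for WNT targets. The fry test passed all 14 lists, and camera with the correlation estimated passed p53 targets alone (adjusted p 0.00072 with Benjamini-Hochberg adjustment). In other splits of the libraries, lists passed cameraPR as well. In the knockout all 10 splits gave at least as many lists as the 1 of the real split when adjusted within the comparison, from 1 to 8. With BMPRi 7 of 10 did, against 8 lists in the real split, and of the 4 splits that part all 3 same-numbered pairs 2 did, the real one included. In HT29 only the real split did (1 of 10), with 9 lists, but the other splits, with 0 genes called, still passed from 4 to 8 lists. Each other split holds unequal numbers of treated libraries on its sides, so a list that truly differs can pass there as well. These splits therefore cannot say what the number of lists past the threshold is worth, and it is not taken as evidence by itself.

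The replication, mitosis and repair lists carry the HT29 side of the difference. Copy number of segments does not account for the homologous recombination list, whose median was 0.97 after the window medians were taken off. The mismatch repair list went from 0.87 to 0.54 and still passed (cameraPR with Benjamini-Hochberg adjustment, adjusted p 0.000139), so segments may account for part of its rise. A general shift of genes used in S phase and mitosis may account for the repair lists, since 64 genes of base excision, nucleotide excision and end joining repair, mostly used outside S phase, had a median of 0.13 against 1.20 for 62 replication and mitosis genes. The data do not tell a faster cycle from a direct effect of SMAD4 on these genes. After the window medians were taken off, the interferon list kept a median of 1.29 and the WNT list of -0.98 in HT29. Other explanations for these lists were not tested.

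The p53 list carries the knockout side. It does not rest on a few genes, since the median was 1.07 without the 5 most changed genes, and segments do not account for it, since the median was 1.17 after the window medians were taken off. Loss of SMAD4 activity by itself cannot be told apart from a difference between clones. BMPRi gave a median of 0.08 and re-expression in HT29 one of 0.01, but BMPRi blocks only the BMP arm for 3 hours, and HT29 differs in other ways. Nor was a response to DNA damage or to editing measured here.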

How the results depend on the processing

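No test in this part was chosen after the result was seen, and no alternative was left out, although a gene that a filter removes has no value under that filter. Over the named genes, 1221 values under alternatives kept their side of the threshold, and their direction where called, 4 became weaker and 4 stronger. Of the fits with single libraries left out, only that with the largest adjusted p was counted for each gene result. A call gained or lost in another of these fits would therefore not show in these counts. Of 124 gene results, 5 took both signs when single libraries were left out, none of them called (MSX1, HEY1 and GATA3 with BMPRi, ATOH8 and GATA3 in HT29). Over the lists, 635 values kept their side, 49 became weaker, 25 stronger and 5 reversed, and 35 had the other direction, these 5 included.

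The counts of called genes in the knockout, HT29, knockout-against-BMPRi and interaction comparisons stayed within 1.5 times under every scaling, filter, test and choice of libraries tried. The exception was a minimum absolute log2 fold change of 1, which by its construction left 3390, 3102, 3416 and 4960 genes. No scaling moved the median log2 fold change of all genes by more than 0.1. The furthest was -0.08 in HT29 with upper-quartile scaling, where 4317 genes were called higher and 5530 lower against 4881 and 4924 with TMM. Leaving out 1 library gave from 8878 to 10434 calls in the knockout, from 8926 to 10137 in HT29 and from 8911 to 9867 in the interaction.

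The BMPRi count depended most on the settings. It was 63 (46 higher, 17 lower) with no filter on low counts and 47 (30 higher, 17 lower) with the DESeq2 Wald test. With only the 6 libraries of the groups compared, where fewer libraries set the spread, it was 10 (4 higher, 6 lower). With a minimum absolute log2 fold change of 1 it was 6 (2 higher, 4 lower). Under these last settings more calls were lower than higher, against 12 higher and 7 lower with the main settings. All 19 genes were among the calls under each of the scalings, tests and filters except a mean count of at least 50, which kept 18, and the 6-library fit, which kept 10. Leaving out 1 library gave from 10 calls (without BMPRi replicate 3) to 24 (without wild-type replicate 1). In the simulated knockout comparison, 13.2% of the calls of the DESeq2 test were unchanged genes, against 7.66% for the main test. The cause of the higher counts was not tested further.

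Genes called in both the knockout and BMPRi comparisons in the same direction numbered 20 with no filter (37 in opposite directions), 16 with the DESeq2 Wald test (25 opposite) and 5 at an adjusted p under 0.01 (3 opposite), and from 6 (without BMPRi replicate 2 or 3) to 13 (without wild-type replicate 1) when 1 library was left out. Genes called in opposite directions in the knockout and HT29 numbered 1781 at an adjusted p under 0.01, against 1796 in the same direction.

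The correlation of the knockout and BMPRi changes was 0.335 with no filter, -0.0229 with a mean count of at least 50, -0.0526 over genes with a mean CPM of at least 10 and -0.0409 as the mean of 6 splits with disjoint wild-type libraries (-0.21 to 0.0841), and from 0.0231 (without BMPRi replicate 1) to 0.213 (without wild-type replicate 1) when 1 library was left out. The correlation of the knockout and HT29 changes was -0.00137 with no filter, -0.000361 with a mean count of at least 50, -0.00162 as Spearman's coefficient and 0.0317 at a mean CPM of at least 10, and from -0.0302 to -0.00639 when 1 library was left out. For the knockout and HT29 pair, which shares no library, the sign changed with the filter on CPM. For the knockout and BMPRi pair, shared controls alone gave 0.0939 (0.058 to 0.131) with the main settings and BMPRi unchanged, a value that pairing would lower. No such value was simulated for the alternatives that share controls, so their signs are not read against 0. The splits with disjoint wild-type libraries share no control, so the offset from shared controls does not apply to them. Their 6 values lay on both sides of 0, and no sign is read from them either. The cause of the shifts was not tested.

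The number of lists past the threshold fell from 19 to 3 with the correlation estimated from the data, and was 18 with fry, 15 with limma voom and 25 with no filter. The lists that reversed did so with BMPRi, without wild-type replicate 1. Over the fits that each left out 1 library, the median ran from -0.14 to 0.02 for damage checkpoint, from -0.21 to 0.01 for DNA replication, from -0.17 to 0.00 for homologous recombination, from -0.17 to 0.02 for mismatch repair and from -0.26 to 0.15 for mitosis and spindle. The last passed the threshold in the other direction, at an adjusted p of 4.31e-05 in cameraPR with Benjamini-Hochberg adjustment. Without BMPRi replicate 2, all 6 replication and repair lists kept their direction but lost the threshold (adjusted p from 0.568 to 0.997, same test and adjustment). Leaving out 1 library of a pair unbalances paired libraries, but the cause was not tested. With BMPRi, 4 further lists passed under some alternatives, namely Fanconi anemia (no filter, ranks, and without BMPRi replicate 1 or wild-type replicate 2 or 3, adjusted p from 0.00161 to 0.0475), interferon response (no filter, a mean count of at least 50, and without BMPRi replicate 1 or wild-type replicate 3, 9.25e-06 to 0.0395), TGF-beta targets (without BMPRi replicate 1, 0.0139, or wild-type replicate 3, 0.0484) and WNT targets (without wild-type replicate 1, 0.0116, or BMPRi replicate 2, 0.0128), all in cameraPR with Benjamini-Hochberg adjustment. BMP targets lost the threshold in the knockout with a mean count of at least 50, voom, ranks and the correlation estimated (adjusted p from 0.0561 to 0.549), and in HT29 with voom, ranks and the correlation estimated (0.0525 to 0.248, all with Benjamini-Hochberg adjustment).

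Of the named genes, SMAD7 (adjusted p 0.116) and FOSB (0.29) lost their BMPRi calls in the 6-library edgeR fit with Benjamini-Hochberg adjustment, FOSB did so when BMPRi replicate 1, 2 or 3 or wild-type replicate 3 was left out (at most 0.147), and GATA3 lost its knockout call with limma voom (0.0634). SMAD9 in the knockout was called with the median-of-ratios size factors (0.0462) and with the replicate block (0.0422). GATA2 with BMPRi was called with no filter (0.00358) and with the DESeq2 Wald test (0.00228).

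With the replicate number as a block, 10331 genes were called in the knockout, 22 with BMPRi, 10346 in HT29, 10585 in the knockout against BMPRi and 9543 in the interaction. The block changed the calls of end joining with BMPRi and of SMAD9 in the knockout, and no other named gene or list. Same-numbered HT29 libraries deviated together at 0.095, 0.130 and 0.146 over the tested genes (mean of other pairs -0.062) and at 0.253, 0.246 and 0.297 over those with a mean CPM of at least 5 (-0.131). Whether the HT29 numbers pair libraries is not settled, and the block fit serves if they do. Same-numbered knockout and wild-type libraries deviated at -0.090, -0.074 and 0.139, and at -0.300, -0.182 and 0.289 over the same CPM minimum.

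Depth limits the genes with few counts. For ID4, with 0.403 CPM in wild type, the floor of 3 counts gives no more than a lower bound of 9.78-fold, and a further fall would not be detectable at this depth.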

Other observations

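In this part, the tests of a loss of the end of chromosome 18, of immediate early genes, of dependence between the genes of a list, of neighbouring genes with large changes, and of GC content and length behind the replication, checkpoint and end joining lists were chosen only after the result was seen.

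SMAD4 lies at a step along chromosome 18 in the knockout. Of the 47 tested genes with a mean CPM of at least 5 between SMAD4 and the end of the chromosome, 43 were lower and 39 were called lower, with a median log2 fold change of -0.85, while of the 47 such genes before it 16 were lower, with a median of 0.15. With BMPRi the median after SMAD4 was -0.02. These values are consistent with loss of 1 copy of the long arm from SMAD4 to its end in the knockout cells. SMAD4 fell by more than the median of the 47 genes after it (-2.03, SE 0.10, against -0.85). This argues against such a loss as the whole source of its fall. How much of the fall comes from such a loss, and how much from an effect of the edit on the transcript, cannot be told apart. The 20 nearest tested neighbours had a median of -0.11, above the 2.5th percentile of other sets of 20 neighbouring genes (-0.52), but they moved apart on the sides of SMAD4 (0.20 before it and -0.59 after it), so their median decides nothing. Of the 47 genes after SMAD4, 3 fell by as much as SMAD4 or more. No DNA was measured in the data analysed here.

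BRCA2 has the largest change of the repair genes named in HT29, and its neighbourhood moved with it. All 20 of its nearest tested neighbours were higher, by 0.56 to 3.09, with a median of 1.87, and 0% of other sets of 20 neighbouring genes had as high a median. A gain of this stretch of chromosome 13 in the cells with SMAD4 may therefore account for part of the rise of BRCA2 (3.25), and also for that of RFC3. An effect of SMAD4 on BRCA2 on top of it stays open.

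Neighbouring genes shared changes beyond chance in both lines. The SD of the window medians was 0.19 in the knockout and 0.26 in HT29, against at most 0.13 and 0.14 in 100 shuffled gene orders. Whether this is copy number cannot be told apart from shared regulation of neighbours by the SD alone, since BMPRi, for which no change of DNA is plausible in 3 hours, also gave a larger SD (0.04) than the shuffled orders (0.02). Of 423 windows, 12 in the knockout and 42 of 414 in HT29 had an absolute median of at least 0.4, and 0 did with BMPRi.

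Some genes went from above 5 CPM in all libraries of a group to under 0.1 CPM in all of the other. In the knockout 10 were switched on and 10 off, and in HT29 3 on and 11 off. None of them had a direct tested neighbour that switched the same way (0 in the knockout and 0 in HT29), and shuffled orders gave at most 0 and 2. This test decides nothing, since a weakly expressed gene between switched genes, such as ENSG00000283236 between ZNF577 and ZNF649, cannot reach 5 CPM. A test of all called genes with a log2 fold change of at least 4 in size was added. In the knockout, 88 of 382 such genes had a direct tested neighbour changed as much in the same direction, against at most 24 in 100 shuffled orders, and outside chromosome 19 it was 56 of 335, against at most 20. In HT29 it was 62 of 270, against at most 14. The longest run in the knockout held 9 genes on chromosome 19, from FPR1 to ZNF432 (51745172 to 52095738), each called lower with a change of at least 4.14 in size, and the longest in HT29 held 6 genes on chromosome 4, from UGT2B15 to UGT2B4. These counts are consistent with silencing, opening or loss of whole neighbourhoods behind part of the large changes. The test does not tell these from each other, from shared regulation, or from reads shared by related or overlapping genes, which were not tested apart. Of the 10 genes switched off in the knockout, 7 were zinc finger genes of chromosome 19 (ZNF649, ZNF577, ZNF614, ZNF600, ZNF701, ZNF136 and ZFP30). The window that starts with ZNF649 holds 19 genes with a ZNF symbol, 13 of them called lower, with a median of -0.82, and the other genes of that window had a median of -0.23. This group was picked after its values were seen.

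The genes that moved with BMPRi were split by direction. Of the 7 lowered genes, 6 were called lower in the knockout and 1 higher (exact binomial test, two-sided, p 0.13). Of the 12 raised genes, 4 were called higher in the knockout and 7 lower (exact binomial test, two-sided, p 0.549). Loss of signalling through SMAD4 would predict agreement in both sets. With so few genes, neither set decides it. In the data, 1 of the 10 splits of the 6 libraries gave as many called genes, the real one, and every other gave 0, as did the other 3 of the 4 splits that part all same-numbered pairs.

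The raised genes include NR4A3, NR4A1, EGR3 and FOSB, which are immediate early genes. Of a list of 30 such genes, written after these calls were seen, 25 were higher with BMPRi and 5 were called, with a median of 0.27 (cameraPR, p 3.89e-41). Without the 5 called genes the median was 0.19 (p 1.7e-13), and fry and the estimated correlation gave p-values of 0.00138 and 0.000967. In the knockout the median of the list was -0.47. Handling of the cells or the solvent at treatment could raise such genes, as could the inhibitor itself. These cannot be told apart, because treatment and handling coincide in the design and the labels do not say whether untreated cells received solvent.

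The 6 replication and repair lists that were lower with BMPRi rest on small shifts. Dependence between the genes of a list may explain them, since 0 of the 6 passed under fry (smallest adjusted p 0.499) or with the correlation estimated (0.643). Smooth trends on GC content and length were taken off in the fit with the replicate block, over genes with both known, and p-values were adjusted over the 42 tests as before. Before this 5 of the 6 lists passed, with end joining at an adjusted p of 0.0607, and after it 3 did (cameraPR with Benjamini-Hochberg adjustment). The replication list kept the threshold by a wide margin (0.000172), which argues against these trends as its whole source. Mismatch repair (0.0395) and mitosis and spindle (0.0416) passed narrowly, and homologous recombination (0.0621), damage checkpoint (0.135) and end joining (0.088) did not pass in this cameraPR test with Benjamini-Hochberg adjustment. The medians of mismatch repair (-0.09 before and -0.08 after) and of mitosis and spindle (-0.09 and -0.10) hardly moved. This argues against the trends as the whole source of the fall of these lists too. Homologous recombination went from -0.12 to -0.08, damage checkpoint from -0.08 to -0.05, and end joining stayed at -0.06. For these 3 lists the trends cannot be told apart from a change with treatment. Their adjusted p-values lie near the threshold and move with the number of tests adjusted over. Over the 14 BMPRi tests alone, 6 passed before and 4 after, with homologous recombination at an adjusted p of 0.0492 (same test and Benjamini-Hochberg adjustment). Whether 1 replicate pair decides the fall was not settled either. The replication list was lower in 3 of 3 pairs (-0.16, -0.10 and -0.06). So were homologous recombination (-0.17, -0.11 and -0.02) and mismatch repair (-0.15, -0.06 and -0.05). But mitosis, checkpoint and end joining were at 0.03, 0.00 and 0.02 in the third pair.

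The overlaps were also set against other splits of the libraries. Of 100 drawn splits for the knockout and BMPRi overlap, 3 gave as many genes in the same direction as the 10 of the real split, which is among them. The other 2 used the 3 knockout libraries as the control and gave 9099 and 9116 genes. The remaining 97 had no called gene in at least 1 of the comparisons, so their overlap was 0 in either direction. For the knockout and HT29 overlap, 2 of 100 gave as many as 2705. The other one was the real groups in the other orientation, with 2710 genes, and the remaining splits gave 0, again because no gene was called in at least 1 line. These splits therefore bear on the number of called genes and not on agreement in direction, for which the exact binomial tests (two-sided) gave p 0.815 for the knockout and BMPRi and p 0.957 for the knockout and HT29.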
